A study of Mus musculus with 36 samples.

How the data were processed

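PolyA-enriched RNA from individual mice was sequenced as 36 libraries on an Illumina NovaSeq instrument, per the labels' protocols. Dorsal telencephalon was taken at embryonic days (E) 12.5 and 17.5 and cerebral cortex at postnatal day (P) 25, in each case with the medial part removed. Wild type mice and mice heterozygous for a loss of Chd8, a gene for a chromatin remodeller of the CHD family, were compared on the C57BL/6J strain. Each time point had 6 wild type and 6 heterozygous animals, with 3 males and 3 females per genotype. The labels describe litter- and sex-matched pairs without saying which libraries form a pair.

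The authors deposited 1 table per time point of raw read counts per gene, whole numbers that had not been normalized, for 55359 genes identified by Ensembl identifier and symbol. The aligner, the counting tool, the strand setting, the genome build and the annotation release are not given in the sources used here, so no coordinates are reported. No row lacked a gene name. Library columns were matched to samples by the name in the label, except 1 column of an E17.5 heterozygous female whose replicate number differs from its label, which was matched by library number, sex and genotype. Among the genes, 245 shared a symbol with another gene. Without a stated strand setting, overlapping and antisense genes, and genes with near-identical copies, may have exchanged reads in the authors' counting. GENCODE mouse release M21 was used only for gene order, gene length and transcript GC content.

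Total counts per library ranged from 35330956 to 49561343 at E12.5, from 23774502 to 36542286 at E17.5 and from 25325593 to 108257517 at P25. Reads counted without molecular identifiers are not independent molecules, so precision was taken from the spread between animals. Library identity was checked by sex: Xist was at 764 CPM (counts scaled to a common library total) or more in every female library and at 1.08 CPM or less in every male library, and each of Ddx3y, Uty, Kdm5d and Eif2s3y was at 19.7 CPM or more in males and 0.139 CPM or less in females. Over 90 pairs of libraries of the same group, the chi-square per degree of freedom between counts was 6.49 or more, so none of these pairs was a library and its copy; pairs across groups were not compared.

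Genotype was tested separately at each time point with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the deposited counts, with sex as a covariate. Library sizes were scaled by trimmed mean of M values (TMM), low counts were removed with filterByExpr, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Log2 fold changes are heterozygous against wild type. Genotype by time point terms came from 1 fit of all 36 libraries with a sex effect per time point, and genotype by sex terms from the fit of each time point. Lists of genes (24 lists of cell classes, dissection markers and pathways, with at least 4 tested genes) were tested with fry in limma 3.58.1, adjusted over the lists of all 3 time points together. Group means are CPM ± SD with n = 6 unless stated. CPM values use TMM-scaled library sizes, and log2 CPM uses a prior count of 2.

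The genes to be named were fixed by rule before the data were examined, as were the tests, the lists and the alternatives listed last. The rule named Chd8; the 5 largest rises and 5 largest falls per time point among genes past the threshold with a mean of at least 1 CPM and all 6 heterozygous libraries on the same side of the wild type mean of their sex; up to 10 genes past the threshold with the same sign at 2 or more time points; the 3 genes with the smallest adjusted p in each interaction; the sex genes above; 3 protein-coding neighbours on each side of Chd8; Nnt, Wdfy1, Entpd4 and Ide, which differ between C57BL/6 substrains or colonies; and, where no gene passed, the 3 genes with the smallest unadjusted p. At E17.5, 1 gene that the rule selected is not reported here.

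The scripts were tested on simulated counts with known changes before use. With 6 animals per genotype, edgeR recovered 90 of 198 changed genes at E12.5 with 2 false calls among 19861 genes, 123 of 199 at E17.5 with 3 false calls among 18722 genes, and 133 of 196 at P25 with 7 false calls among 19146 genes. DESeq2 recovered 109, 126 and 141 of them with 19, 15 and 14 false calls. For genotype by sex the recovered numbers were 68 of 198 at E12.5 among 19862 genes, 99 of 198 at E17.5 among 18732 genes and 93 of 196 at P25 among 19168 genes, and for the P25 against E12.5 time interaction 97 of 197 among 22222 genes. In simulated E17.5 data with 23 lists, fry called all 3 shifted lists and 1 other.

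The alternatives were DESeq2 1.42.0 in place of edgeR, RLE scaling, no low-count filter, a stricter filter (at least 1 CPM in 6 libraries), all 36 libraries in 1 fit, no sex covariate, replicate numbers as a block, 1 surrogate variable from sva 3.50.0, camera in place of fry, and each library left out in turn. Correlations of genotype effects between time points were set beside 100 sex-balanced regroupings of the genotype labels. Counts of genes past the threshold were set beside 100 splits or regroupings of the libraries, the real one included. Splits were drawn without balancing sex, and regroupings within sex.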

Results

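Gene expression was measured by bulk RNA sequencing in the developing cortex of wild type and Chd8 heterozygous mice at 3 ages. At each age 12 animals were sequenced individually, 6 per genotype. Total counts per library had medians of 42276842 at E12.5, 33445119 at E17.5 and 30590974 at P25. The library of wild type female 1 at P25 held 108257517 counts, 2.96 times the next deepest library of that age. The 10 most abundant genes took between 4.01% and 5.55% of counts at E12.5, between 4.80% and 6.76% at E17.5, and between 10.9% and 12.7% at P25. Mitochondrially encoded genes took at most 2.09% of counts at E12.5, 1.98% at E17.5 and 7.60% at P25.

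The targeted gene was examined first. Chd8 (ENSMUSG00000053754) was at 359 ± 8.17 CPM (SD, n = 6) in wild type and 249 ± 6.53 CPM (SD, n = 6) in heterozygous libraries at E12.5. It was at 343 ± 5.46 and 245 ± 10.8 CPM at E17.5, and at 151 ± 6.51 and 104 ± 1.80 CPM at P25. Heterozygous levels were 69.3%, 71.4% and 68.8% of wild type at the 3 ages, from at least 3066 counts in every library. The log2 fold change was -0.53 (SE 0.030) at E12.5, -0.49 (SE 0.034) at E17.5 and -0.54 (SE 0.038) at P25, with adjusted p of 2.12e-06, 4.67e-07 and 7.26e-07 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). All 6 heterozygous libraries were below all 6 wild type libraries at each age. The highest heterozygous value was 260 CPM against a lowest wild type value of 349 CPM (348.5) at E12.5, 256 against 337 CPM at E17.5, and 107 against 139 CPM at P25. A change of the Chd8 difference with age was not detected: the difference of log2 fold changes was 0.04 (SE 0.048) for E17.5 against E12.5, -0.06 (SE 0.049) for P25 against E17.5 and -0.02 (SE 0.048) for P25 against E12.5, with adjusted p of 0.897, 1 and 0.926. Nor was a change with sex detected, with adjusted p of 0.994 at E12.5 and 1 at E17.5 and P25. Over all alternatives the log2 fold change stayed between -0.54 and -0.52 at E12.5, between -0.50 and -0.47 at E17.5, and between -0.56 and -0.52 at P25, always past the threshold.

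**Figure D1:**
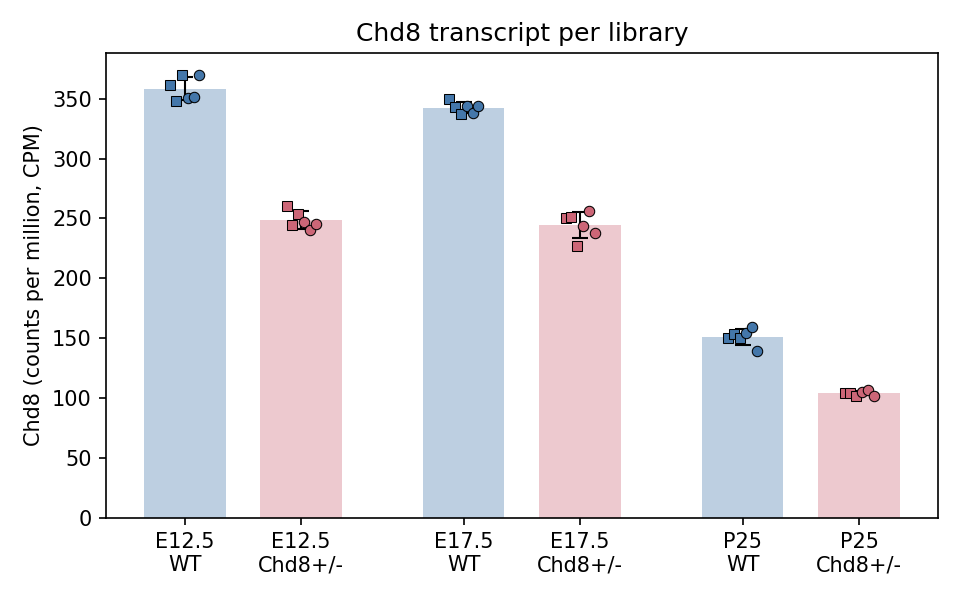
Chd8 CPM (linear axis from 0) in each library, by age and genotype; bars are means of 6 animals, error bars are SD, squares are males and circles females. Every heterozygous library lies below every wild type library of its age, at means of 249 against 359, 245 against 343 and 104 against 151 CPM.

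Which other transcripts differ between genotypes at each age was asked with the same test. At E12.5, 61 of 20171 tested genes passed the threshold, 18 higher and 43 lower in heterozygous tissue, Chd8 included. At E17.5, 20 of 18991 genes passed, 14 higher and 6 lower. At P25, Chd8 was the 1 gene of 19445 that passed. Unadjusted p fell below 0.05 for 3426 genes at E12.5 (17% of genes), 1499 at E17.5 (7.89%) and 1078 at P25 (5.54%). As many genes had such a p in 3, 13 and 29 of 100 splits of the same libraries, the real one included. The other splits, drawn without balancing sex, reached up to 3668, 3017 and 2165 genes. Apart from Chd8, the absolute log2 fold changes of the genes past the threshold had a median of 0.38 at E12.5 (range 0.19 to 3.09) and 0.36 at E17.5 (at most 0.63). In all 60 of these genes at E12.5 and all 19 at E17.5, the 6 heterozygous libraries lay on the same side of the wild type mean of their sex. Of the changes of model or filter, the count rose furthest at E12.5 in a single edgeR fit of all 36 libraries (1179 genes) and at E17.5 without the low-count filter (216 genes). DESeq2 called 1151, 105 and 17 genes at the 3 ages. The excess of higher over lower genes at E17.5 was smaller in proportion with DESeq2, at 59 higher and 46 lower, and reversed without the filter, at 102 higher and 114 lower.

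The E12.5 count depended on single animals. It was 684 without heterozygous male 2 and 94 without wild type male 1. It fell to 38 without wild type female 3, 14 without wild type female 2, 11 without wild type female 1, 4 without heterozygous female 1, and 2 without heterozygous male 3 or heterozygous female 3. It was 1 without wild type male 2, wild type male 3, heterozygous male 1 or heterozygous female 2. The E17.5 count was 59 without heterozygous male 3. It was 12 without wild type male 2 or male 3 or heterozygous male 1, male 2 or female 1, and 13 without wild type female 1 or female 2 or heterozygous female 2. At P25 a further gene passed only without wild type female 3, making 2.

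**Figure D2:**
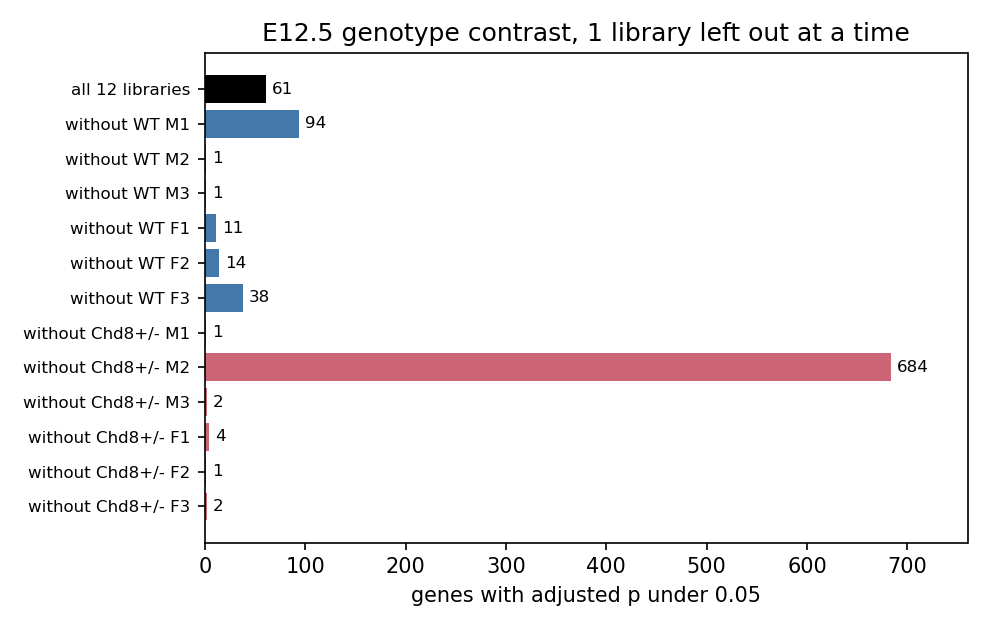
Number of genes past the adjusted p threshold in the E12.5 genotype contrast (horizontal axis) with all 12 libraries (61, black) and with each library left out in turn (blue, wild type; red, heterozygous). The number ranges from 1 to 684, the highest without heterozygous male 2.

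At E12.5 the largest rises belonged to 2610017A05Rik (ENSMUSG00000107909), from 1.598 ± 0.193 to 2.58 ± 0.113 CPM (SD, n = 6), with a log2 fold change of 0.69. Zcwpw1 (ENSMUSG00000037108) rose from 11.8 ± 1.30 to 17.3 ± 0.809 CPM (0.55), Stc2 (ENSMUSG00000020303) from 5.90 ± 0.577 to 8.35 ± 0.951 CPM (0.50), Krt10 (ENSMUSG00000019761) from 4.08 ± 0.391 to 5.75 ± 0.456 CPM (0.49) and BC025920 (ENSMUSG00000074862) from 14.7 ± 1.01 to 20.5 ± 1.87 CPM (0.48). The largest falls were in 2600014E21Rik (ENSMUSG00000100303), from 4.16 ± 1.34 to 1.27 ± 0.581 CPM, with a log2 fold change of -1.73. Ppp1r14c (ENSMUSG00000040653) went from 5.98 ± 2.07 to 1.93 ± 0.478 CPM (-1.64), Zbtb8b (ENSMUSG00000048485) from 1.40 ± 0.405 to 0.649 ± 0.128 CPM (-1.11), Gria1 (ENSMUSG00000020524) from 11.6 ± 2.08 to 5.74 ± 1.19 CPM (-1.02) and Disp3 (ENSMUSG00000041544) from 6.33 ± 1.19 to 3.20 ± 0.723 CPM (-0.99). Adjusted p of these 10 genes lay between 0.0224 and 0.0499 (edgeR), and each lost its call in at least 6 of the 12 fits with a library left out. With either a score for developmental stage or a score for interneuron and ventral telencephalon transcripts as a covariate, both chosen after the data were seen, 1 gene (Chd8) passed at E12.5 and none of these 10 did.

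At E17.5 the largest rises were in Zcwpw1, from 6.53 ± 0.724 to 10.1 ± 1.15 CPM (SD, n = 6; log2 fold change 0.63), Crlf2 (ENSMUSG00000033467), from 5.22 ± 0.552 to 7.97 ± 0.881 CPM (0.60), Catsperd (ENSMUSG00000040828), from 2.59 ± 0.246 to 3.84 ± 0.398 CPM (0.57), Ccdc163 (ENSMUSG00000028689), from 6.04 ± 0.999 to 8.83 ± 0.741 CPM (0.55), and Xrcc4 (ENSMUSG00000021615), from 8.004 ± 0.4997 to 11.1 ± 0.655 CPM (0.48). Falls were found in Rims2 (ENSMUSG00000037386), from 56.5 ± 4.40 to 42.9 ± 3.02 CPM (-0.40), Igfbp4 (ENSMUSG00000017493), from 32.6 ± 1.09 to 24.8 ± 1.96 CPM (-0.39), Minar2 (ENSMUSG00000050875), from 37.5 ± 2.64 to 30.6 ± 2.13 CPM (-0.29), and Hexim1 (ENSMUSG00000048878), from 29.6 ± 1.248 to 24.2 ± 0.921 CPM (-0.29). Adjusted p of these 9 genes ranged from 0.00366 to 0.0443 (edgeR). Zcwpw1, Crlf2, Xrcc4, Rims2, Igfbp4 and Hexim1 kept their call when any 1 of the 12 libraries was left out. Catsperd kept it in 2, Ccdc163 in 3 and Minar2 in 3 of those 12 fits.

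At P25 no gene other than Chd8 passed in this fit, with 1078 genes at an unadjusted p under 0.05 by edgeR and 17 genes called by DESeq2. The 3 genes with the smallest p were Trim17 (ENSMUSG00000036964; log2 fold change -0.44), Gm19439 (ENSMUSG00000105843; -0.58) and Gm17322 (ENSMUSG00000097604; -0.49). All 3 had an adjusted p of 0.112 in this edgeR fit, which has no block, and so did not pass in it, although each was lower in 6 of 6 heterozygous libraries. All 3 were among the 17 genes called by DESeq2, with adjusted p of 0.000486, 0.000486 and 0.000923. With replicate numbers as a block in edgeR, 32 genes passed at P25, 9 higher and 23 lower. These 3 genes were past the threshold in that fit, with adjusted p of 0.0289, 0.0289 and 0.00694. The labels do not say that a number marks a pair.

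Whether the same genes changed at different ages was then compared; the ages share no library. Besides Chd8, 5 genes passed at both E12.5 and E17.5, all with the same sign. With Chd8 counted, 0.0282 would be shared by chance if genes were independent, which they are not. The overlap was not set beside regroupings. Zcwpw1, Pan2 (ENSMUSG00000005682), BC025920 and Tmem209 (ENSMUSG00000029782) were higher and Hexim1 was lower in heterozygous tissue. The log2 fold changes at E12.5, E17.5 and P25 were 0.55, 0.63 and 0.32 for Zcwpw1, 0.25, 0.34 and 0.21 for Pan2, 0.48, 0.45 and 0.31 for BC025920, 0.27, 0.34 and 0.24 for Tmem209, and -0.29, -0.29 and -0.22 for Hexim1. At P25 none of the 5 passed, with adjusted p of 0.356, 0.5, 0.664, 0.348 and 0.845 in that order (edgeR), but all 6 heterozygous libraries were on the same side of the wild type mean of their sex in each gene. Tmem209 passed at P25 without the low-count filter (adjusted p 0.0471). Of the 5, BC025920 and Tmem209 kept their E17.5 call in 4 and 1 of the 12 fits with a library left out, and the other 3 in all 12. Their E12.5 calls held in between 3 and 6 of the 12 such fits.

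**Figure D3:**
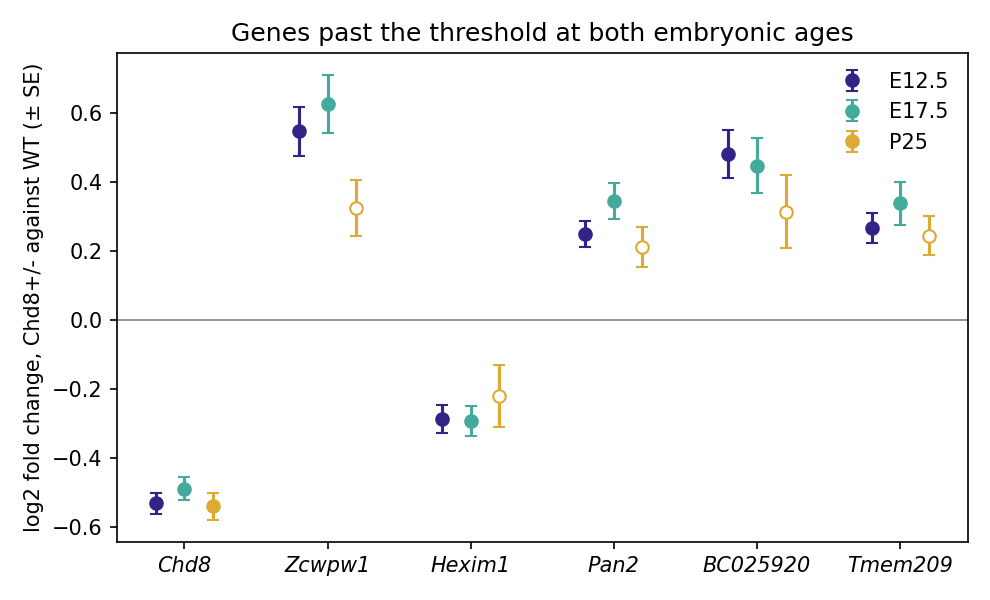
Log2 fold change of heterozygous against wild type libraries (vertical axis, ± SE, 6 animals per genotype) at E12.5, E17.5 and P25 for Chd8 and the 5 other genes past the threshold at both embryonic ages. Filled points passed the adjusted p threshold and open points did not; each gene has the same sign at all 3 ages.

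The direction of change was also compared beyond the shared calls. Of the 60 genes past the threshold at E12.5 other than Chd8, 54 of those tested had the same sign at E17.5 and 35 had the same sign at P25. All 19 such genes at E17.5 had the same sign at E12.5, and 18 had the same sign at P25. Across 18061 genes tested at both embryonic ages, the Pearson correlation of log2 fold changes was 0.149 and the Spearman correlation 0.222. In 95% of sex-balanced regroupings of the genotype labels these lay between -0.122 and 0.148 and between -0.168 and 0.169, and 4 and 2 of the 100 regroupings, the real one included, gave values as large. Between E17.5 and P25 the correlations were 0.122 and 0.157 over 17414 genes, reached by 4 and 1 of 100 regroupings. Between E12.5 and P25 they were 0.0137 and 0.0664 over 17411 genes, reached by 65 and 14 of 100. Without the low-count filter the Pearson correlations fell inside the regroupings, at 0.00259 for E12.5 and E17.5 (reached by 84 of 100) and 0.0112 for E17.5 and P25 (reached by 34 of 100). The Spearman correlations without it were 0.0576 (reached by 6 of 100) and 0.0411 (reached by 5 of 100), just above the upper limits of 0.0551 and 0.0393 of 95% of regroupings. Genes are not independent replicates, so the regroupings were the reference for these 6 correlations.

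Whether the genotype effect differed between ages was tested directly, in a fit with a shared dispersion per gene over all ages. Spread between animals differed, with a common biological coefficient of variation of 0.146 at E12.5, 0.0709 at E17.5 and 0.0921 at P25. The shared dispersion may therefore understate the spread at E12.5. Of 22535 genes, 48 passed for a different effect at E17.5 than at E12.5. Of these 48, 47 had a higher heterozygous to wild type ratio at E17.5. For P25 against E12.5 the number was 153, 134 of them with a higher ratio at P25. For P25 against E17.5 it was 1, Gm28512 (ENSMUSG00000100183), with a difference of log2 fold changes of -1.12 (SE 0.195, adjusted p 0.0443, edgeR). DESeq2 gave 268, 523 and 1 genes in these 3 contrasts. Single libraries changed the counts as well. For E17.5 against E12.5, leaving out an E12.5 library gave 471 genes without heterozygous male 2, 123 without wild type male 1, 114 without wild type female 3 and 79 without heterozygous female 3. It gave 24 without wild type female 1, 23 without wild type male 3 or heterozygous female 1, 22 without heterozygous male 3 and 21 without heterozygous male 1. Leaving out an E17.5 library gave 27 without wild type male 2, 25 without wild type female 1 or heterozygous female 2, and 24 without wild type female 2. For P25 against E12.5, leaving out an E12.5 library gave 613 genes without heterozygous male 2 and 232 without wild type male 1. It gave 99 without heterozygous female 2, 89 without heterozygous male 3, 75 without wild type female 1, 65 without wild type male 3 or heterozygous female 1, and 58 without heterozygous male 1. Leaving out a P25 library gave 99 without heterozygous female 1, 98 without heterozygous male 1, 97 without wild type female 2, 90 without wild type male 3, 88 without wild type female 3, 87 without heterozygous male 2 and 80 without heterozygous female 2. The gene of P25 against E17.5 was lost in 20 of 24 such fits, and the count stayed at 1 only without E17.5 heterozygous male 3 or female 3, P25 wild type male 1 or P25 heterozygous male 2.

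Sst (ENSMUSG00000004366) had the smallest adjusted p for E17.5 against E12.5 and shared the smallest for P25 against E12.5 with Cntnap3. Sst was at 1.14 ± 0.560 CPM in wild type and 0.129 ± 0.062 CPM in heterozygous libraries at E12.5 (SD, n = 6). The heterozygous values, from 0.0242 to 0.206 CPM, rest on few reads. Its log2 fold change was -3.09 at E12.5, 0.01 at E17.5 and -0.08 at P25, and the differences against E12.5 were 3.13 (SE 0.386) at E17.5 and 3.03 (SE 0.374) at P25. Cntnap3 (ENSMUSG00000033063) was at 0.821 ± 0.40 and 0.102 ± 0.052 CPM at E12.5, with log2 fold changes of -2.99, -0.32 and 0.15 at the 3 ages. The E12.5 genotype calls of Sst and Cntnap3 held in 7 and 5 of 12 fits with a library left out. They held in 6 and 8 of 10 other alternatives. Disp3 had log2 fold changes of -0.99, -0.01 and -0.10, and Ppp1r14c of -1.64, -0.31 and 0.04.

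No difference between males and females in the genotype effect was detected with this filter. No gene had a genotype by sex term past the threshold at any age, with 704 genes at an unadjusted p under 0.05 at E12.5, 399 at E17.5 and 269 at P25 (edgeR), and DESeq2 called 0 genes at each age. Without the low-count filter edgeR called 17 genes at E17.5 and 27 at P25. In simulated data of this size the test recovered 68 of 198, 99 of 198 and 93 of 196 changed genes at the 3 ages, so part of such differences would be missed.

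Lists of marker and pathway genes, fixed before the data were examined, were tested for a shift with genotype. In 71 tests over the 3 ages, fry called 0 lists past the adjusted threshold, with 7 lists at an unadjusted p under 0.05 at E12.5, 1 at E17.5 and 1 at P25. The smallest adjusted p were 0.157 at E12.5, 0.127 at E17.5 and 0.209 at P25. Camera with a preset correlation of 0.01 between genes called 11, 5 and 3 lists, none of which held under fry or with an estimated correlation. At E12.5 the cell cycle list was higher in 15 of 15 genes (median log2 fold change 0.14), with 14 genes past the threshold adjusted over the list alone and 0 over all genes tested. Interneuron genes were lower in 11 of 12 (median -1.74), ventral telencephalon genes in 9 of 9 (-0.59), upper-layer neuron genes in 10 of 10 (-0.26), deep-layer neuron genes in 7 of 10 (-0.23), intermediate progenitor genes in 7 of 9 (-0.15) and autism-associated genes in 37 of 48 (-0.05). Adjusted over the list alone, 1, 1, 0, 3, 0 and 9 of these genes passed, and over all genes tested 1 interneuron gene (Sst) and none of the others. At E17.5 deep-layer neuron genes were lower in 9 of 10 (median -0.10), with 2 past the threshold adjusted over the list alone, and the cell cycle list was higher in 15 of 15 (0.10), with 0. Ventral telencephalon genes were lower in 9 of 9 at E17.5 (median -0.15, adjusted p 0.760 by fry), with 1, and higher in 8 of 8 at P25 (0.18, adjusted p 0.815), with 0. Autism-associated genes were lower in 39 of 48 at E17.5 (-0.03, adjusted p 0.773) and in 29 of 48 at P25 (-0.01, adjusted p 0.929), with 0 at both ages. At P25 intermediate progenitor genes were higher in 7 of 8 (0.14), with 0.

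The E12.5 libraries differed widely within each genotype in interneuron-lineage transcripts, which were looked at after these list values were seen. Dlx1 ranged from 2.37 to 81.0 CPM among the 6 wild type libraries and from 0.408 to 16.9 CPM among the 6 heterozygous libraries. Gad2 ranged from 2.67 to 59.9 CPM and from 0.122 to 9.67 CPM. The highest Dlx1 values were in wild type female 1 (81.0 CPM) and wild type male 1 (43.0 CPM), and the lowest in heterozygous male 1 (0.408 CPM) and heterozygous female 1 (0.459 CPM). The mean log2 CPM of 20 genes of the interneuron and ventral telencephalon lists was between 1.10 and 3.62 in wild type libraries (mean 2.25) and between -0.46 and 2.29 in heterozygous libraries (mean 0.93), a difference that did not pass an exact two-sided permutation test over 924 assignments (p = 0.0714). Sst did not overlap between genotypes: its lowest wild type value was 0.342 CPM and its highest heterozygous value 0.206 CPM. Both values rest on few reads.

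**Figure D4:**
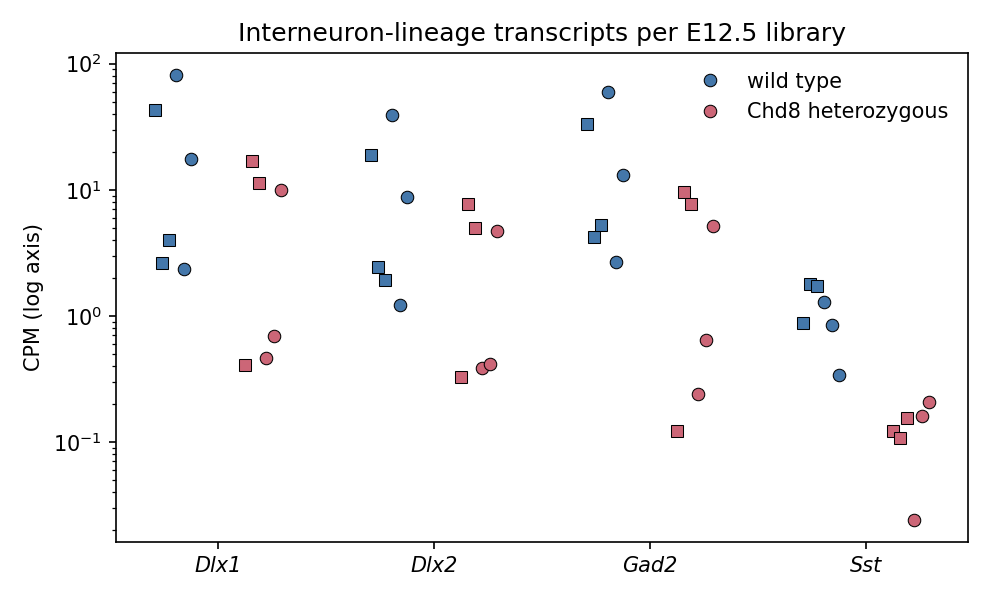
CPM (log axis) of Dlx1, Dlx2, Gad2 and Sst in each E12.5 library; blue is wild type, red is heterozygous, squares are males and circles females. Dlx1, Dlx2 and Gad2 overlap between genotypes and range widely within each, from 0.408 to 81.0 CPM for Dlx1, whereas Sst does not overlap.

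The genes on either side of Chd8 served as a check for effects of the locus. Of the 6 nearest protein-coding neighbours (Hnrnpc, Rpgrip1, Supt16, Rab2b, Tox4 and Mettl3), 0 passed in 18 tests with edgeR, and Supt16 and Rab2b had an unadjusted p under 0.05 at E12.5. DESeq2 called 1, Rab2b at E12.5 (adjusted p 0.00153). With edgeR, Rab2b at E12.5 had an adjusted p of 0.0577 and a log2 fold change of -0.21, lower in 6 of 6 heterozygous libraries. Over the alternatives other than leaving out a library, its adjusted p ranged from 0.00153 to 0.775. Rab2b had log2 fold changes of -0.01 at E17.5 and 0.05 at P25. Among genes that differ between C57BL/6 substrains or colonies, Nnt, Wdfy1 and Ide had adjusted p between 0.376 and 1 at the 3 ages (edgeR), and Entpd4 had at most 7 counts in any library and was not tested.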

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

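The tests with the E17.5 stage score, of the members of the ventral score and of the relation between the 2 scores, and the alternatives with a stage score, a ventral score or a batch term for libraries numbered 1, were chosen only after the results they concern were seen.

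In a direct test of the interaction, the genotype by time point term passed the threshold for 48 genes at E17.5 against E12.5. It passed for 1 gene at P25 against E17.5 and 153 genes at P25 against E12.5. The fit shared a dispersion per gene over all ages, which may understate the spread at E12.5. Regroupings of the genotype labels within age and sex gave as many genes in 8, 9 and 5 of 100 cases, the real labels included. The regroupings were fitted without replicate numbers as a block. They were not repeated with the title numbers as a block, which changed all 3 counts for the real labels. Without a block, chance cannot be excluded for any of the 3 counts, and with one this was not tested. Leaving out 1 library moved the first from 21 to 471 and the last from 58 to 613, in each case lowest without E12.5 heterozygous male 1 and highest without E12.5 heterozygous male 2. A candidate explanation is the make-up of the E12.5 samples, which entered both larger contrasts. The biological alternative given by the design, an effect of Chd8 that depends on age, stays open.

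At E12.5 the stage score, the mean log2 CPM of the 500 genes that rose most from E12.5 to E17.5 over all libraries minus that of the 500 that fell most, was far from the other heterozygous libraries in male 2, at -2.53 against -3.98 to -3.54. Heterozygous male 2 was also apart in 2600014E21Rik, at 2.34 CPM. Its Chd8 level was 245 CPM, where the lowest wild type value was 349 CPM (348.5), so its genotype label matched its Chd8 level. The heterozygous minus wild type difference of mean stage scores was -0.57 (exact two-sided permutation p = 0.0411, 0.123 after Benjamini-Hochberg adjustment over the 3 ages). The scores of the other ages used other genes, chosen in the same way. At E17.5, with genes chosen by their change from E12.5 to P25, the difference was -0.11 (exact permutation p = 0.424). At P25, with genes chosen by their change from E17.5 to P25, it was -0.07 (exact permutation p = 0.299).

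With the E12.5 stage score as a covariate, 0 of the 55 genes past the threshold at E12.5 alone stayed past it in edgeR, although all 55 kept an unadjusted p under 0.05 and their median absolute log2 fold change went from 0.38 to 0.31. Of the 5 genes shared with E17.5 besides Chd8, 0 stayed past it either, all 5 kept an unadjusted p under 0.05, and their median absolute log2 fold change went from 0.29 to 0.33. Genes past the threshold were not taken out of the stage scores, so a tested gene may count in its own covariate. DESeq2 was not run with this covariate. A difference in developmental stage and a genotype effect cannot be told apart at E12.5 for these genes, because the score itself was lower in heterozygous libraries and so overlaps with genotype. At E17.5, 20 of 20 genes stayed past the threshold with that age's score. This argues against a stage difference along the change from E12.5 to P25 as their source.

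The interneuron and ventral telencephalon genes gave a related reading at E12.5. Of 20 genes in the score built from them, 19 were lower in heterozygous libraries, and 17 correlated positively with the mean of the others within genotype. Samples may have held differing amounts of subpallial tissue or of interneurons that had entered the dorsal telencephalon. With this score as a covariate, 0 of the 60 genes other than Chd8 stayed past the threshold in edgeR, while all 60 kept an unadjusted p under 0.05 and the median absolute log2 fold change went from 0.38 to 0.33; DESeq2 was not run with it. Dissection and a genotype effect on interneurons cannot be told apart for these genes, as the score itself was lower in heterozygous libraries, by a difference of -1.32 (exact permutation p = 0.0714). Sst did not follow Dlx1 in all libraries: heterozygous male 2 had 16.9 CPM of Dlx1 and 0.107 CPM of Sst, and wild type male 2 had 2.64 and 1.78 CPM. The ventral and stage scores were correlated over the 12 E12.5 libraries, with Pearson's r of 0.774 (permutation p = 0.00333, adjusted 0.0133) and Spearman's rho of 0.790 (permutation p = 0.00319, adjusted 0.0133), and r was 0.633 without the 2 libraries farthest from the median stage score. Within 6 wild type and 6 heterozygous libraries r was 0.580 and 0.724 (exact permutation p = 0.21 and 0.025, adjusted 0.21 and 0.0667) and rho 0.771 in each (exact permutation p = 0.103, adjusted 0.165). Without the 2 farthest libraries of each genotype, r was 0.774 in wild type and 0.840 in heterozygous libraries. In the 8 libraries not numbered 1, r was 0.545 and rho 0.571 (exact permutation p = 0.162 and 0.151, both adjusted 0.185), and r was -0.094 without the 2 farthest. All p are two-sided and were adjusted over these 4 relations, r and rho together. The adjustments for the 2 scores therefore overlap and are not separate evidence.

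Ide (an insulin-degrading protease) was far from the other wild type libraries in wild type female 1 at E12.5 (192 CPM) and wild type male 2 at P25 (98.8 CPM). Heterozygous animals showed the same kind of step. At E12.5, heterozygous male 1 (260 CPM) and female 1 (230 CPM) stood above the other 9 libraries, which lay between 137 and 153 CPM. At P25, heterozygous male 2 (104 CPM), female 2 (103 CPM) and female 3 (110.5 CPM) stood above the other 8 libraries, at 63.0 to 71.2 CPM. The 12 libraries at E17.5 spanned 48.8 to 53.7 CPM. A copy-number variant covering Ide and its neighbour Fgfbp3, segregating in the colony, is a candidate explanation. Of the 7 libraries highest in Ide, 5 were also among the highest in Fgfbp3 (2 of 3 at E12.5, exact p = 0.127; 3 of 4 at P25, exact p = 0.0667), which neither excludes the variant nor shows it. The others were E12.5 heterozygous male 1, highest in Ide but at 25.4 CPM of Fgfbp3 where the libraries of that age spanned 24.1 to 37.1 CPM, and P25 heterozygous female 2, at 4.15 CPM where they spanned 2.89 to 5.30 CPM. Ide was not past the genotype threshold at any age.

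Nnt was apart in wild type female 2 (4.73 CPM) and heterozygous female 2 (3.10 CPM) at E12.5. Over the substrain genes, 1 (Nnt) exceeded a 2-fold difference between animals, at E17.5 (2.06-fold) and P25 (2.26-fold), at no more than 127 and 69 counts per library, and none was past the genotype threshold. Differences between C57BL/6 substrains remain open at those counts. No biological explanation was tested.

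Wild type female 1 at P25 held 108257517 counts, far more than the other wild type libraries of that age. Without it 1 gene passed at P25, as in 11 of the 12 fits with a library left out, which says nothing about its depth. Tmem209 was apart in wild type female 1 at E12.5, at 82.6 CPM, between the wild type mean of 75.4 CPM and the heterozygous mean of 90.7 CPM. No explanation was tested for these 2 values. Over all 104 groups of libraries tested for such values, 8 had one, where 5.20 would be found by chance.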

How the results depend on the processing

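The alternatives with a stage score, a ventral score, a batch term for libraries numbered 1, or column-name numbers as a block were chosen only after the data were seen.

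Chd8 kept its direction and stayed past the threshold in all 69 alternatives, with log2 fold changes from -0.54 to -0.52 at E12.5, -0.50 to -0.47 at E17.5 and -0.56 to -0.52 at P25, and a largest adjusted p of 0.000325, 5.05e-06 and 8.97e-06 (edgeR or DESeq2).

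The counts of genes past the genotype threshold (61 at E12.5, 20 at E17.5 and 1 at P25) moved by over 1.5 times as follows. Without the low-count filter they were 131, 216 and 21, and with DESeq2 1151, 105 and 17. All libraries in 1 fit gave 1179 at E12.5 and 5 at P25. At E12.5 the stricter filter gave 160, no sex covariate 193, 1 surrogate variable 276, the batch term 396, and the stage score and the ventral score 1 each. The stage score gave 36 at E17.5, and 1 surrogate variable gave 3 at P25. RLE scaling, which stayed within 1.5 times, gave 51, 20 and 1. Of the 61 genes at E12.5, DESeq2 kept 58, 1 surrogate variable kept 61 and the batch term kept 61. Leaving out 1 library gave from 1 to 684 genes at E12.5, 12 to 59 at E17.5 and 1 to 2 at P25. A different set of genes tested enters the filter alternatives; for the others the cause was not tested.

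Of genes past the threshold with the same sign, 6 at E12.5 and E17.5, 1 at E12.5 and P25 and 1 at E17.5 and P25 became 20, 2 and 5 without the filter and 34, 5 and 4 with DESeq2. The interactions with age (48 at E17.5 against E12.5, 1 at P25 against E17.5, 153 at P25 against E12.5) became 25 and 63 without the filter and 268 and 523 with DESeq2 in the first and last contrast, and 82 in the first with the stricter filter. Leaving out 1 library gave 21 to 471, 0 to 1 and 58 to 613. Genotype by sex gave 17 genes at E17.5 and 27 at P25 without the filter, and 0 in every other planned fit. Camera with a preset correlation called 11, 5 and 3 lists, and every other list fit called 0. The cause was not tested.

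For E12.5 and E17.5 and for E17.5 and P25, the correlations of genotype effects across genes were reached by 5 or more of 100 regroupings only without the filter. There they were 0.00259 (Pearson, reached by 84) and 0.0576 (Spearman, reached by 6) for E12.5 and E17.5, and 0.0112 (34) and 0.0411 (5) for E17.5 and P25. That fit adds genes with few counts and so noisier fold changes. With Chd8 left out and a mean of at least 1 CPM they were 0.260 and 0.323, and 0.185 and 0.203.

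Replicate numbers within sex were used as a block, although the labels do not say that a number marks a pair, and the title, description and column-name numbers of the E17.5 libraries disagree. Libraries with the same number had correlated deviations over 0.1 in 1 of 6 pairs at E12.5, 3 of 6 at E17.5 (4 of 6 by column-name number) and 5 of 6 at P25. The block by title number gave 49 genes at E12.5 (27 of them among the 61), 89 at E17.5 and 32 at P25, and the block by description number 49, 44 (20 higher, 24 lower) and 32. The block by column-name number gave 143 at E17.5. With the title block the interactions with age were 120, 0 and 284 (edgeR; 1 gene for P25 against E17.5 by DESeq2 without a block, 881 at an unadjusted p under 0.05 without a block), and 4 genes had the same sign at E17.5 and P25. Of the 28 gene results described next, 6 were not past the threshold with the title block and 7 with the description block. The other counts of shared genes, of genotype by sex and of lists stayed within 1.5 times with the title block. The cause was not tested.

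For the 28 results past the threshold of genes selected by the rule, 265 of 317 values under the alternatives stayed past it and 52 did not, 15 of those with the stage score and 15 with the ventral score, and none reversed. With 1 library left out, 169 of 336 stayed past it: 60 of 180 at E12.5 and 109 of 156 at E17.5. Entpd4 could not be tested, at no more than 7 counts in a library. Of named genes that did not pass, Rab2b at E12.5 and Trim17, Gm19439 and Gm17322 at P25 passed with DESeq2, the latter 3 also without the low-count filter and with the block by title or description number, and Tmem209 passed at P25 without the filter (adjusted p 0.0471).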

Other observations

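The tests of libraries by their number and the batch term for number 1 were chosen only after the counts for other splits were seen.

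Other groupings of the same 12 libraries into 6 and 6 were compared with the genotype split. As many genes as the genotype split passed in 2 of 100 splits at E12.5, 5 at E17.5 and 8 at P25, the real one included. The other splits were drawn without balancing sex, which stayed in the model, so they can call fewer genes than a sex-balanced split. The number at E12.5 was rarely reached among such splits, which does not exclude chance among sex-balanced ones. At E17.5 and P25 chance cannot be excluded for the number of genes as such. The splits were fitted without a block, and the test was not repeated with one. It does not bear on single genes: the 1 gene at P25 is Chd8, with its adjusted p of 7.26e-07 (edgeR), and all 19 other genes at E17.5 had the same sign at E12.5. The other E12.5 split gave 264 genes and had all 4 libraries numbered 1 on the same side. The contrast of those 4 libraries with the rest gave 26 genes, where libraries numbered 2 and numbered 3 gave 0 each (edgeR; DESeq2 was not run). At an unadjusted p under 0.05 the numbers were 2669, 639 and 2323, so number 1 stood apart from number 3 in the adjusted count alone. A batch of libraries numbered 1 is a candidate explanation of that split, although the labels name none. Those 4 libraries include both genotypes and both sexes equally, so such a batch could hardly shift the genotype differences by design. That 61 of 61 genes stayed past the threshold with number 1 as a batch term is therefore little evidence of its own. At E17.5, the 4 libraries with title number 3, which also carry the highest library numbers of that age and include both genotypes equally, differed from the rest in 1948 genes. They lay on the same side in 3 of the 4 other E17.5 splits with as many genes as the genotype split, which gave 355, 286 and 74 genes. With the title number within sex as a block, genotype gave 89 genes at E17.5. At P25, libraries numbered 2 and 3 differed from the rest in 435 and 265 genes. No explanation was tested for these differences at E17.5 and P25.

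Genotype by sex gave 0 genes at each age in edgeR and in DESeq2, with 704, 399 and 269 genes at an unadjusted p under 0.05 (edgeR), so 100, 100 and 100 of 100 regroupings gave as many and the test says nothing beyond the count. For the gene lists, as many lists with an unadjusted fry p under 0.05 arose in 5 of 100 splits at E12.5, 60 at E17.5 and 58 at P25, so chance cannot be excluded at any age.

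The correlation of genotype effects across genes, Chd8 left out, was as large in 4 of 100 regroupings for E12.5 and E17.5, 65 for E12.5 and P25, and 4 for E17.5 and P25. Correlations as large were uncommon among the regroupings for the first and last pair of ages. The pairs of ages were tested without adjustment, so these counts do not exclude chance. Since the ages share no animals, a genotype effect held in common remains a hypothesis for these correlations. Without the low-count filter the Pearson correlations, 0.00259 and 0.0112, lay inside the regroupings, and the Spearman correlations, 0.0576 and 0.0411, just above the upper limits of 0.0551 and 0.0393.

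A shift of heterozygous tissue along development was tested as the across-gene Spearman correlation of the genotype effect with the wild type change between the other ages. It was -0.114 at E12.5, -0.119 at E17.5 and 0.0178 at P25, and as large in 27, 49 and 77 of 100 regroupings. Correlations with gene length were -0.120, -0.0518 and 0.00571, as large in 32, 45 and 90 regroupings. Transcript GC content gave -0.0396 at E12.5 and -0.0740 at E17.5, as large in 75 and 61 of 100 regroupings. These tests left all 3 hypotheses undecided, because regroupings of the same libraries spread widely, at E12.5 from -0.200 to 0.179 for development and from -0.238 to 0.252 for GC content.

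A passenger or cis effect around Chd8 was tested on its 6 protein-coding neighbours, of which 0 passed in edgeR at any age, with Rab2b and Supt16 at an unadjusted p under 0.05 at E12.5. Rab2b was lower in 6 of 6 heterozygous libraries (log2 fold change -0.21, adjusted p 0.0577) and Supt16 higher in 6 of 6 (0.13, adjusted p 0.203). Rab2b at E12.5 passed with DESeq2 and with 5 of the other settings of edgeR: the stricter filter, all libraries in 1 fit, no sex covariate, 1 surrogate variable and the batch term. Its adjusted p ranged from 0.00153 to 0.775 over the alternatives other than leaving out a library. No other neighbour passed in any of those, and the fits with a library left out were not examined for the neighbours. Rab2b had log2 fold changes of -0.01 at E17.5 and 0.05 at P25. A local effect on Rab2b at E12.5 and a change there like that of other genes at this age cannot be told apart, because 1 neighbour at 1 age decides neither.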
